A study of Serinus canaria with 105 samples.

How the data were processed

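The series holds whole-blood RNA from domestic canaries (Serinus canaria), sequenced as polyA libraries made with a directional kit. Per the labels, birds received a high-lipid or a high-protein diet for 17 days before inoculation and throughout. On day 0 they were inoculated in both eyes with Mycoplasma gallisepticum (MG) or with medium alone. Blood was taken on days 0, 14 and 21. The labels state 20 birds on the protein diet and 22 on the lipid diet.

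The deposited table holds 105 libraries of 39 birds. The labels place 102 of them, from 37 birds, in 12 groups given by arm (MG or control), diet and day, with 7 to 10 birds each. The other 3 libraries carry no arm or diet and entered no comparison. All day 0 libraries precede any effect of inoculation, so the day 0 groups show the difference that assignment to arms gives without infection.

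The authors made the deposited table with RSEM, which gives expected counts (estimated numbers of reads) per gene, and the values are not normalized. The deposited TPM table was not used, since the tests model counts. The aligner, the RSEM version, the genome build and the annotation are not given in the sources used here. Gene symbols came from the table's own identifiers. Of its 17773 identifiers, 17618 were matched to a RefSeq gene table of the canary assembly serCan2020, and the others were kept under their identifier.

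Expected counts were rounded. Genes with low counts were removed once over the 12 groups (filterByExpr, minimum count 10), which left 11218 genes. The main test was edgeR 4.0.16 (quasi-likelihood F test with TMM factors) in R 4.3.3, with Benjamini-Hochberg adjusted p-values under 0.05 counted as calls. The groups of one day were fitted together, so that each bird entered a fit once. From these fits came MG against control within each diet, the mean of those contrasts, their difference between the diets (the interaction), and the diets within each arm. Day 0 gave a diet contrast and a check of the arms. The 3 days of one arm and diet were fitted together for the changes since day 0. These made 22 comparisons. If all libraries were independent, chance would give 561 of the genes tested an unadjusted p under 0.05. The changes since day 0 repeat birds, so this number does not apply to them without the block.

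Library depth was 21.6 to 41.0 M counts (1 M is 1000000) with a median of 32.5 M, apart from 1 library with 716 counts. That library was kept in the main tests, left out in an alternative, and never part of the tests per bird. A gene named below has a mean count of at least 50 over the libraries of its fit. Confidence intervals are Wilson 95% intervals and cover counting error only, not the spread between birds.

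Whether libraries pair by bird was checked on the values, since the labels name the bird of each library. After the mean of each group was removed, the 93 pairs of a bird's libraries had a median r of 0.636 across genes. Leaving out Bird_610 and Bird_615, which hold the mismatched libraries, 87 of 87 pairs were above 0.1 and the lowest r was 0.29. The pairs with the mismatched libraries had r of 0.0716 and 0.13 for Bird_610 and 0.244 and 0.24 for Bird_615. Genes are not independent replicates, so these r values describe likeness only. A fit with the bird as a block therefore has a basis, and it is given as an alternative. A second measure of bird identity used the 500 genes that differed most between birds relative to the spread within birds, chosen each time without the bird tested. For the comparison of Bird_610 with Bird_615, the genes were chosen without both birds, so these r values differ slightly from those of the first choice. A library counted as mismatched where its highest correlation with its own bird was below 0.5.

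Gene lists for interferon-stimulated, inflammatory signalling, heterophil, monocyte, T cell, B cell, thrombocyte, erythrocyte, fatty acid oxidation, sterol and fatty acid synthesis, amino acid response and ribosomal protein genes were written as 12 lists. They were tested with limma 3.58.1 (camera on voom values, preset correlation 0.01) in 13 contrasts, which gave 156 list tests adjusted together. Blood cell lists are read as lists of genes only, and no cells were counted. Per bird, the share of counts in the 3 most abundant genes and the mean log2 CPM (prior count 2) of the interferon-stimulated list were compared between arms with two-sided exact permutation tests.

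The groups, the comparisons, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule names, for each comparison with a call, at most 2 genes per direction with the largest fold changes, of which at most 1 is uncharacterised. It also names the gene with the smallest p of each list that passes its test, and the cytokines IL1B, IL6, IL10, IFNG and CXCL8 in the infection comparisons. As the main tests made no calls, applying the rule to the calls of alternative fits was decided after the data were seen. The text gives only part of the genes that the rule names.

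The alternatives chosen in advance were DESeq2 1.42.0, RLE factors, no low-count filter, limma voom with sample weights, leaving out the low-depth library, fitting only the groups compared, blocking on the bird, and blocking on the bird with day 0 as baseline. For gene lists they were fry and an estimated correlation. Leaving out 2 mismatched libraries, pooling both diets for the changes since day 0, and the tests of changes per bird were added after the data were seen.

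The procedures were tested on simulated data with the libraries' own depths and fitted spread, in which 200 genes were changed in each simulation, 50 at each fold. For MG against control on the lipid diet on day 14, edgeR called 14% of 1.5-fold, 56% of 2-fold, 80% of 4-fold and 96% of 8-fold changes, with 7 unchanged genes called. For the mean of both diets on day 14 it called 32%, 76%, 96% and 100%, with 6 unchanged genes called. For day 14 against day 0 in MG birds on the lipid diet it called 22%, 68%, 92% and 96%, with 0 unchanged genes called, and with the bird as a block 62%, 90%, 98% and 96%, with 8. With the bird as a block and day 0 as baseline, it called 70%, 84%, 90% and 98% for the mean of both diets on day 14, with 8 unchanged genes called. The simulated genes varied independently of each other. On simulated lists at an unadjusted p under 0.05, camera called 1 and fry 2 of 50 unchanged lists, and each called 2 of 2 changed lists. As the genes of these lists were not correlated, how camera behaves on correlated lists was not tested. DESeq2 and the limma gene tests were not part of the simulations.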

Results

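Whole-blood transcriptomes of canaries were compared by infection, by diet and by day, with the bird as the unit of replication. The labels place 102 libraries of 37 birds in 12 groups. The control arm had 9 birds on the lipid diet and 10 on the protein diet, and the MG arm had 10 and 8. Of these birds, 30 gave 3 libraries, 5 gave 2 and 2 gave 1.

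Libraries held 21.6 to 41.0 M counts, with 1 exception. The day 0 control-protein library labelled bird Blue-049 held 716 counts over 131 genes. The 3 most abundant genes, LOC103824466, LOC103817748 and LOC103817749, took 17.1%, 12.1% and 6.29% of the counts on average. In the library with 716 counts these genes took 68.8% (95% interval 65.4% to 72.1%), against 24.2% to 45.6% in the others.

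Birds of the same group differed strongly from each other. After the group means were removed, a median of 64.7% of a gene's variance lay between birds. The highest median among 20 shufflings of birds within groups was 6.33%. The first principal component held 18.8% of the variance. The bird explained 88.7% of that component and the group explained 15.9%. These shares are not adjusted for there being more birds than groups, and the share of the bird includes that of arm and diet.

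Among birds without a mismatched library, the identity correlation between libraries of the same bird had a median of 0.937 over 88 pairs, and the lowest was 0.632. A pair of day 21 libraries fell far outside this range. With genes chosen without both birds, the library labelled Bird_615 (control-protein) correlated at 0.949 and 0.945 with the day 0 and day 14 libraries of Bird_610 (MG-protein). With the day 0 and day 14 libraries of its own bird it correlated at -0.281 and -0.295. The library labelled Bird_610 on day 21 correlated at 0.907 and 0.852 with those of Bird_615, and at -0.168 and -0.147 with those of its own bird. These correlations are across genes, which are not independent replicates. Both libraries were kept under their labels in the main tests. Results without them are given where the number of genes called changed, and for part of the other values.

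**Figure D1:**
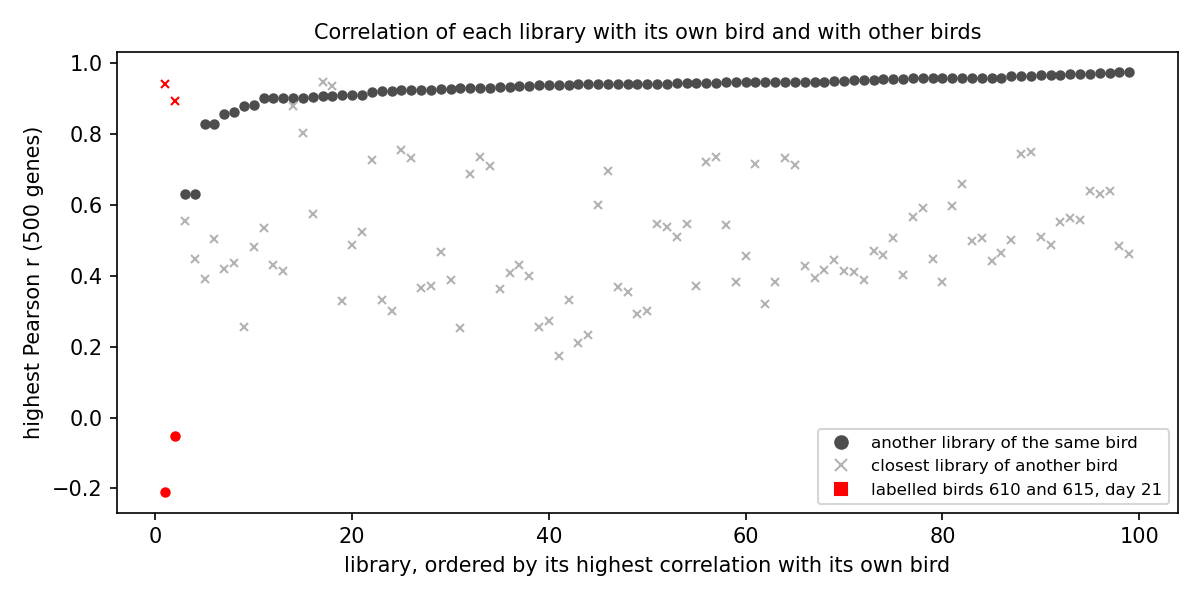
Highest Pearson r of each library, over 500 genes that differ between birds, with another library of the same bird (circles) and with any library of another bird (crosses). Here the genes were chosen without the bird tested, and the libraries labelled Bird_615 and Bird_610 on day 21 (red) correlate at -0.209 and -0.0527 at best with their own birds.

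No gene passed the threshold between MG and control birds on day 14 in edgeR. On the lipid diet (9 MG and 8 control birds) 0 genes passed, 1101 had an unadjusted p under 0.05, and chance alone gives 561. On the protein diet (8 and 10 birds) 0 passed and 566 had an unadjusted p under 0.05. For the mean of both diets 0 passed and 1089 had an unadjusted p under 0.05. DESeq2 moved these counts most among the alternatives chosen in advance. It called 8 genes on the lipid diet (6 higher and 2 lower in MG birds), 7 on the protein diet (all lower) and 26 for the mean of both diets (13 higher and 13 lower). Limma voom called 0 in each of the 3 comparisons. With the arm labels shuffled within each diet, edgeR called up to 8 genes on the lipid diet, 500 on the protein diet and 2 for the mean of both diets, with a median of 0 each. DESeq2 was not run on shuffled labels, so how many of its calls chance gives is not known.

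The genes with the largest rises among the DESeq2 calls on the lipid diet were JCHAIN and TENT5C. JCHAIN was higher in MG birds by 4.40 on the log2 scale (SE 0.89, DESeq2 adjusted p 0.00848), and TENT5C by 4.38 (SE 1.05, DESeq2 adjusted p 0.0412). NR4A3 and DDN had the largest falls, at -1.61 (SE 0.379) and -1.21 (SE 0.281), each with a DESeq2 adjusted p of 0.0412. These 4 genes did not pass in edgeR. Groups of MG and control birds on the lipid diet did not overlap in 1 gene, SERINC1, on day 14, against 0.923 genes given by chance. On day 21 they did not overlap in 3 genes, ENOX2 and PIP4K2C among them, against 0.923. On day 0 this held for 1 gene against 0.243. On the protein diet the groups did not overlap in 1 gene, MRTO4, on day 14 against 0.513. On day 21 this held for 1 gene, SDC4, against 1.96. On day 0 the protein diet had 1 such gene higher and 4 lower in MG birds, against 7.47.

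On day 21 edgeR again made 0 calls for MG against control. On the lipid diet (9 and 8 birds) 1208 genes had an unadjusted p under 0.05, on the protein diet (7 and 9 birds) 440 and for the mean of both diets 1566. DESeq2 called 13 genes on the lipid diet (1 higher and 12 lower), 0 on the protein diet and 2 for the mean of both diets, SDC4 and EXOG. These were lower in MG birds, by -1.06 (SE 0.234) and -1.03 (SE 0.221) on the log2 scale, each with a DESeq2 adjusted p of 0.033. On the lipid diet DESeq2 gave an adjusted p to 6651 of the 11218 genes only. On the protein diet and for the mean of both diets it gave one to all 11218. Limma voom called 0 in each of these comparisons. Without the 2 mismatched libraries, edgeR without the block also called 0 in each. The genes at an unadjusted p under 0.05 were then 1190 on the lipid diet, 685 on the protein diet and 1796 for the mean of both diets. With all libraries and the arm labels shuffled within each diet, edgeR called up to 2, 442 and 441 genes in these comparisons, with a median of 0 each.

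The difference between the diets in the effect of infection was tested as an interaction. It gave 0 calls in edgeR on day 14 and on day 21, with 559 and 274 genes at an unadjusted p under 0.05. DESeq2 and limma voom also called 0 on both days. With day 0 as baseline, the bird as a block and without the 2 mismatched libraries, edgeR called 1 gene on day 14, LOC103813359, at -1.10 on the log2 scale (SE 0.218, edgeR adjusted p 0.0459).

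The diets themselves gave 0 calls in edgeR in each of 4 comparisons after inoculation. In MG birds 342 genes on day 14 and 213 on day 21 had an unadjusted p under 0.05. In control birds the numbers were 605 and 366. DESeq2 and limma voom also called 0 in these 4 comparisons. On day 0, after 17 days on the diets, edgeR called 0 genes between the diets, with 853 at an unadjusted p under 0.05, and limma voom called 0. DESeq2 called 1 gene, RIMBP2, which was lower on the lipid diet by -2.87 on the log2 scale (SE 0.561, DESeq2 adjusted p 0.00335). That fit included the library with 716 counts over 131 genes, and DESeq2 was not run without it.

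No gene differed detectably between the arms on day 0, before infection could act. EdgeR, DESeq2 and limma voom each called 0 genes, and 193 had an unadjusted p under 0.05 in edgeR.

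**Figure D2:**
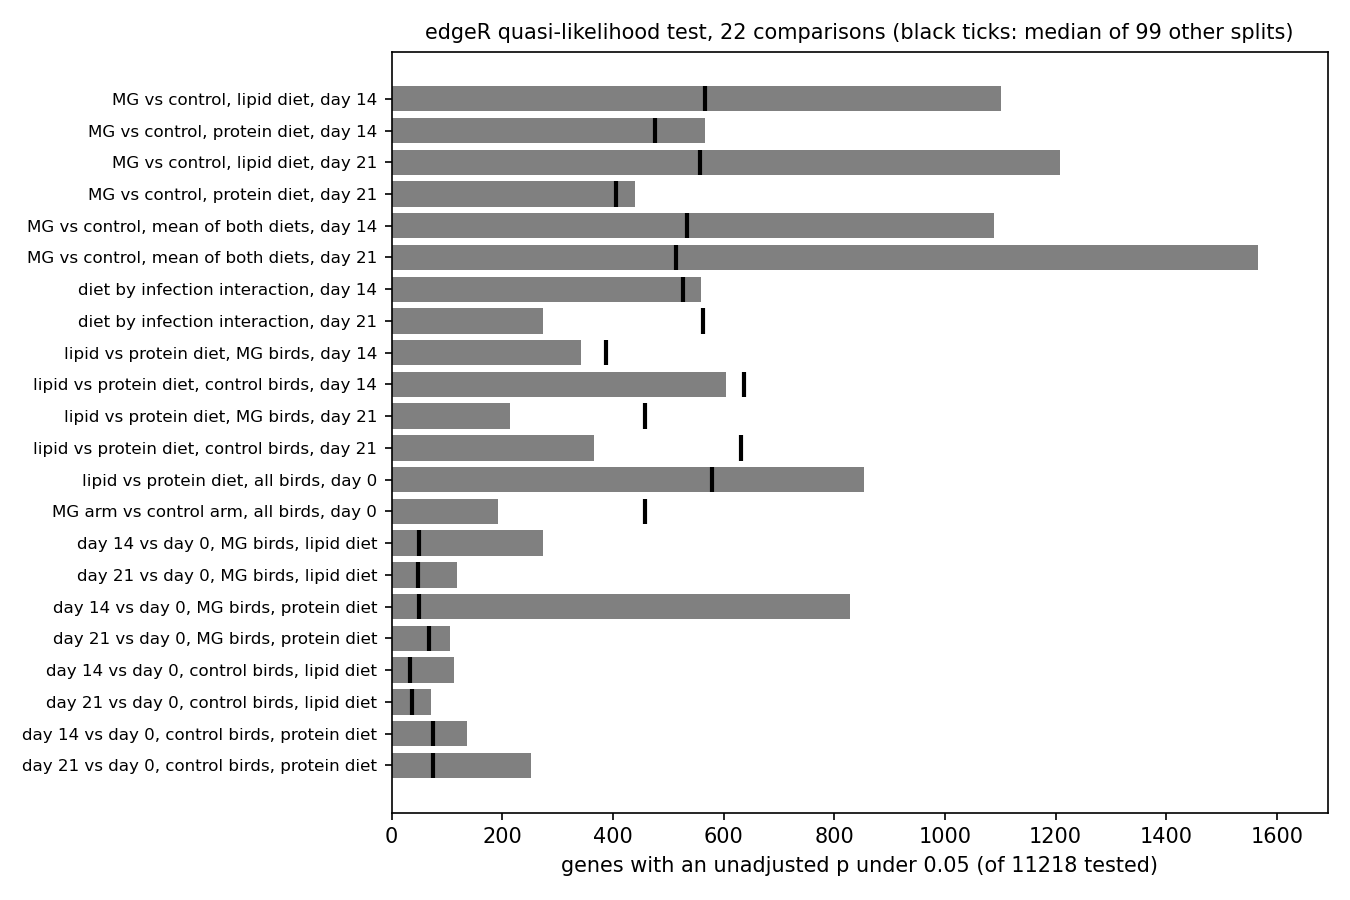
Number of genes with an unadjusted p under 0.05 in each of the 22 comparisons (edgeR, 11218 genes tested). Bars start at 0, each black tick marks the median over the other splits of the same libraries, and the highest bar is the 1566 genes of MG against control on day 21 for the mean of both diets.

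Changes since day 0 were compared within each arm and diet. Without the bird as a block, edgeR called 0 genes in each of 8 comparisons, and so did DESeq2 and limma voom. Unadjusted p-values under 0.05 were found in 273 genes on day 14 and 118 on day 21 for MG birds on the lipid diet. On the protein diet they were found in 828 genes on day 14. On day 21 they were found in 0.945% of the genes, or in 0.544% without the day 21 library labelled Bird_610. In control birds they were found in 112 and 71 genes on the lipid diet and in 137 and 252 on the protein diet. As these fits repeat birds, splits of the same libraries gave medians of 34 to 75 genes. Without the day 21 library labelled Bird_610, MG birds on the protein diet had 813 such genes on day 14 and 61 on day 21. Without the day 21 library labelled Bird_615, control birds on the protein diet had 146 and 518.

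With the bird as a block, edgeR called 57 genes in MG birds on the lipid diet on day 14 (26 higher and 31 lower) and 0 in the other 7 comparisons, with 555 to 2806 genes at an unadjusted p under 0.05. DESeq2 and limma voom were not run with the block. Without the day 21 library labelled Bird_610, the blocked fit called 369 genes in MG birds on the protein diet on day 14 and 0 on day 21. There 3220 and 260 genes had an unadjusted p under 0.05. Without the day 21 library labelled Bird_615, the blocked fit called 420 in control birds on the protein diet on day 21 and 0 on day 14. There 2957 and 1836 genes had an unadjusted p under 0.05. Of the 57 genes in MG birds on the lipid diet, 54 changed in the same direction in MG birds on the protein diet. ABLIM3 fell by 1.41 on the log2 scale (SE 0.206, edgeR adjusted p 0.000903), LOC115484737 fell by 0.89 (SE 0.131, edgeR adjusted p 0.000903), TENT5C rose by 2.50 (SE 0.593, edgeR adjusted p 0.0487) and NID2 rose by 0.82 (SE 0.174, edgeR adjusted p 0.0308). Whether these changes differ from those of control birds was tested with day 0 as baseline and the bird as a block. That edgeR test called 0 genes on the lipid diet on day 14, with 953 at an unadjusted p under 0.05. For the mean of both diets it called 8 on day 14 (1 higher and 7 lower in MG birds) and 5 on day 21 (all lower). Without these 2 libraries it called 2 genes on the lipid diet on day 14, and 46 and 4 for the mean of both diets on days 14 and 21.

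Gene lists were tested as sets. Camera called 58 of 156 tests. Under fry 0 of them held (7 at an unadjusted p under 0.05, smallest adjusted p 0.645), and under an estimated correlation 0 held (3 at an unadjusted p under 0.05, smallest adjusted p 0.752). The median estimated correlation of a list ranged from 0.023 (amino acid response) to 0.9 (interferon-stimulated), against the preset of 0.01. By list, the camera calls over 13 contrasts were 12 for ribosomal protein, 10 for interferon-stimulated, 7 for B cell, 7 for erythrocyte, 6 for heterophil, 6 for T cell, 5 for sterol and fatty acid synthesis, 2 for monocyte genes, and 1 each for inflammatory signalling, thrombocyte and fatty acid oxidation. The amino acid response list had 0 camera calls and a smallest unadjusted fry p of 0.25. Camera also called 2 of 12 lists between the arms on day 0.

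For MG against control on the lipid diet on day 14, camera placed the interferon-stimulated and B cell lists higher and the ribosomal protein list lower in MG birds. On the protein diet it placed the heterophil and the sterol and fatty acid synthesis lists higher, and the erythrocyte and ribosomal protein lists lower. On day 21 it called 4 lists on the lipid diet and 9 on the protein diet, and placed the interferon-stimulated and B cell lists higher on both. Without the mismatched libraries the protein diet had 7 calls, and the interferon-stimulated list was not among them (camera adjusted p 0.515). Adjusted over the list alone, 37 genes passed in 17 of 264 pairs of list and comparison, against 0 genes adjusted over all genes tested. They included 9 of 18 interferon-stimulated genes and 3 of 16 B cell genes on the lipid diet on day 14. On this diet the interferon-stimulated list mean changed from day 0 to day 14 by 0.134 in MG birds and 0.0971 in control birds. Over both diets the arms differed by 0.146 in this change (permutation p 0.353, adjusted 0.622 over 26 tests).

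For most lists with a call, the gene with the smallest p over the contrasts called is given with its edgeR value. None of these genes passed in edgeR, and picking the smallest p favours large differences. MZB1 of the B cell list was higher in MG birds by 2.06 (SE 0.483, adjusted p 0.199) for the mean of both diets on day 14. CSF3R was higher by 0.55 (SE 0.221, adjusted p 0.426) there, and LGALS3 was higher by 0.60 (SE 0.207, adjusted p 0.27) on day 21. USP18 was higher by 3.23 (SE 1.01, adjusted p 0.35) on the lipid diet on day 14, and TSPO2 lower by -1.0 (SE 0.241, adjusted p 0.284) on the protein diet. LITAF was higher by 0.86 (SE 0.371, adjusted p 0.929) on the protein diet on day 21. Between diets on day 0, SKAP1 was lower on the lipid diet by -0.83 (SE 0.295), F13A1 higher by 0.40 (SE 0.126) and ACLY higher by 0.43 (SE 0.123), each with an adjusted p of 0.619. ACLY went against its list, sterol and fatty acid synthesis, which camera placed lower on the lipid diet there. CREB3L3 was higher on the lipid diet by 1.05 (SE 0.357) in MG birds on day 21. MZB1 and TSPO2 passed in DESeq2, with adjusted p-values of 0.0267 and 0.0459.

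Per bird, the interferon-stimulated list averaged 7.84 (SD 1.46, 9 MG birds) against 6.55 (SD 1.03, 8 control birds) log2 CPM on the lipid diet on day 14 (exact permutation p 0.057, adjusted 0.183). On day 0 the same arms averaged 7.56 and 6.65 (exact permutation p 0.135, adjusted 0.207), and on day 21 they averaged 7.70 and 6.47 (exact permutation p 0.0761, adjusted 0.183). On the protein diet the arms averaged 7.20 and 7.88 on day 0, 7.27 and 7.30 on day 14, and 7.57 and 6.93 on day 21. The day 21 difference of 0.645 (exact permutation p 0.415, adjusted 0.498) became 0.29 without the 2 mismatched libraries (exact permutation p 0.74). Differences between birds made up 87.9% of the variance of this list within groups, and 95% without the mismatched libraries. None of the 12 tests of this list and of the 3 most abundant genes passed after adjustment, and the smallest adjusted p was 0.183.

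**Figure D3:**
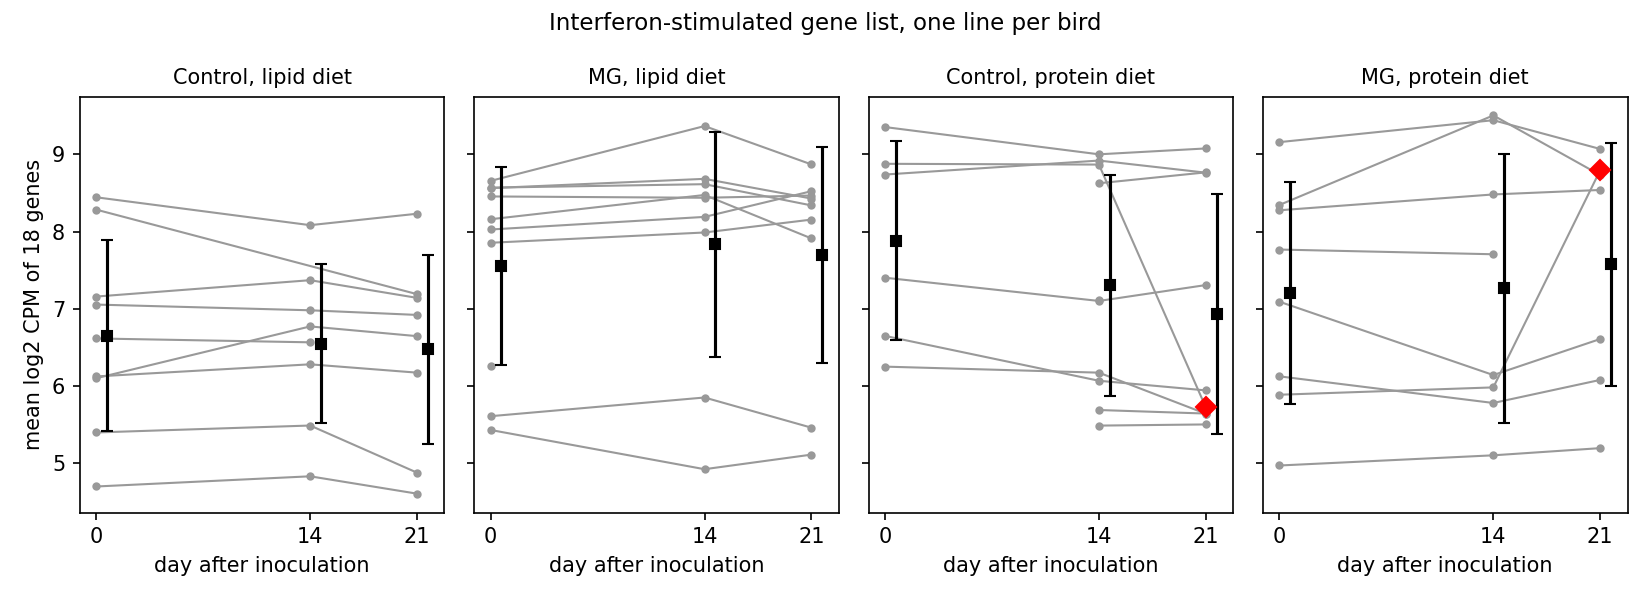
Mean log2 CPM of the 18 interferon-stimulated genes by day after inoculation, with a grey line per bird and black squares for the mean and SD of each group. The 2 largest steps of any bird between days end at the red diamonds, the libraries labelled Bird_615 and Bird_610 on day 21.

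The 3 most abundant genes took 32.9% of the counts (SD 4.03, 9 birds) in MG birds on the lipid diet on day 14 and 38.0% (SD 4.96, 8 birds) in control birds (exact permutation p 0.036, adjusted 0.183). On day 0 the MG birds on this diet stood higher, at 39% against 35.6%, and on day 21 they stood lower, at 34.8% against 36.0%. On the protein diet the share was 33.5% (8 MG birds) against 38.7% (6 control birds) already on day 0 (exact permutation p 0.035, adjusted 0.183). It was 31.4% against 36.1% on day 14 and 32.3% against 35.9% on day 21.

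Of the cytokines chosen in advance, IL1B alone had enough counts to be tested, with a mean count of 192 per library. Its log2 difference between MG and control birds was -0.29 (SE 0.236) on the lipid diet and 0.26 (SE 0.23) on the protein diet on day 14, and 0.24 (SE 0.204) and 0.09 (SE 0.211) on day 21. The edgeR adjusted p-values were 0.722, 0.989, 0.675 and 0.96. IL6, IL10 and IFNG had mean counts of 0.396, 0.149 and 0.891 per library, so a difference was not detectable at this depth. CXCL8 was not in the table.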

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

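The tests of single libraries and of the camera calls below were chosen only after the results were seen, except those of the interaction lists against day 0 and without the mismatched libraries. In groups of up to 10 libraries, 4 measures were searched for a library far from the others: the total count, the share of the 3 most abundant genes, the interferon-stimulated list mean and the identity correlation. Dixon's test marks about 1 in 20 groups by chance, which is 2.4 of the 48 tested, and it marked 8.

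The day 0 control-protein library labelled bird Blue-049 stood far below the others with a total of 716 counts. Its 3 most abundant genes took 68.8% of the counts (95% interval 65.4% to 72.1%), while these genes took at most 45.6% in any other library. Fewer counts drawn from a like mixture would leave this share in place, so low depth alone is argued against. A failed library preparation or degraded RNA stays open, and no biological explanation was tested. Without it, edgeR called 0 genes in each of the 4 comparisons that use it, with 130 to 815 genes at an unadjusted p under 0.05. DESeq2 and limma voom were run only with it and called at most 1 gene in these comparisons.

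The MG-lipid day 14 library labelled bird Blue-015 was high with a total of 40976684 counts. A mislabelled library is argued against, since it correlated at 0.911 with its own bird. Its 3 most abundant genes took 33.1% of the counts, within the range of the group, which is consistent with more reads of the same kind of library. No biological explanation was tested.

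The control-protein day 21 library labelled Bird_164 had the lowest share of the 3 most abundant genes in its group, 26.5%. It correlated at 0.973 with its own bird, which argues against a mislabelled library. Its total of 28.8 M counts lay within the range of the group, which argues against library size. A change of the bird itself or of the sample stays open.

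Both control-lipid libraries labelled bird Blue-010 (days 0 and 21) had a low identity correlation, 0.632 with each other. Their total counts, at most 36.5 M, lay within the ranges of their groups, so library size is argued against. The highest correlation of either with another bird was 0.555, so no partner for an exchange was found. Libraries of different birds reach 0.755 elsewhere, so a wrong label that involves a bird outside the series cannot be told apart from a change of the bird.

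The libraries labelled Bird_615 (control-protein) and Bird_610 (MG-protein) on day 21 had highest correlations of -0.209 and -0.0527 with their own birds. Each matched the other's bird, at 0.852 or higher with genes chosen without both birds. A change of the bird with infection or time is argued against, since the lowest correlation between libraries of one bird was 0.632 among all other birds. Of 53 genes over 3 log2 units apart between these birds on days 0 and 14, 53 stood nearer the other bird in the library labelled Bird_615 and 47 in the library labelled Bird_610. The lower of the median distances travelled was 91.9% of the way to the other bird, which argues against a library mostly of its own bird with some of the other mixed in. The values are consistent with an exchange of the 2 labels, which remains a hypothesis found and tested on the same data. The control-protein day 14 library labelled Bird_615 was marked at 0.903. This value is its correlation with the day 0 library of that bird and lies above 0.632, so its low place in the group may come only from lacking a matching library of day 21.

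Some gene lists differed between the diets in the effect of infection under camera. On day 14 the interferon-stimulated list had an adjusted p of 1.92e-06 and the erythrocyte list of 0.0177, both toward MG birds on the lipid diet, and the ribosomal protein list of 1.14e-10 in the opposite direction. On day 21 the interferon-stimulated list had an adjusted p of 0.0145 toward MG birds on the lipid diet and the heterophil list of 0.00764 in the opposite direction. Correlation between the genes of a list is one candidate explanation, since 0 of the 58 camera calls were left under fry or under an estimated correlation. Its median estimate over 13 contrasts was 0.9 for the interferon-stimulated and 0.82 for the ribosomal protein list, against a preset of 0.01. For the heterophil and erythrocyte lists it was 0.45 and 0.19. A difference between the birds already there on day 0 is another candidate. Of these 5 calls, 4 were on lists that camera also called in the same direction in the interaction of day 0, before infection. Exchanged labels are argued against for the day 21 interferon-stimulated call, whose adjusted p was 0.000238 without those 2 libraries. With day 0 as baseline and the bird as a block, camera called the ribosomal protein list on day 14 in the same direction and none of the other 4. Under fry its adjusted p was 0.609 there, and 0.149 without the mismatched libraries. An effect of diet on the response to infection stays open.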

How the results depend on the processing

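The alternatives without the 2 mismatched libraries and those over both diets were chosen only after the results were seen. For the counts of genes in the 22 comparisons, 138 alternatives were run and 122 left the count at 0 calls. In 16 the count rose above 0, 10 of them among the 116 alternatives chosen in advance and 6 among the 22 added ones. RLE factors, no low-count filter, limma voom with sample weights, fitting only the groups compared, and leaving out the low-depth library left every count they were run on at 0.

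DESeq2 called 8 genes for MG against control on the lipid diet and 7 on the protein diet on day 14, 13 on the lipid diet on day 21, and 26 and 2 for the mean of both diets on days 14 and 21. For the 13, its adjusted p-values covered 6651 of the 11218 genes. DESeq2 also called 1 between the diets on day 0, in a fit that included the library with 716 counts. The cause was not tested.

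With the bird as a block, 57 genes were called in MG birds on the lipid diet on day 14. With the block and day 0 as baseline, 1 gene was called on the protein diet on day 21, and 8 and 5 for the mean of both diets on days 14 and 21. The block removes the differences between birds. In the simulations it raised the calls at 2-fold from 68% to 90% in MG birds on the lipid diet on day 14.

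Without the mismatched libraries, the fit with block and baseline called 2 genes on the lipid diet on day 14, 46 and 4 for the mean of both diets on days 14 and 21, and 1 in the interaction of day 14. The 1 gene on the protein diet on day 21, LOC108962424, was no longer called in that fit (0 genes, 1143 at an unadjusted p under 0.05). All 8 genes called with these libraries for the mean of both diets on day 14 were among the 46, while on day 21 the fits shared 2 genes, of 5 called with these libraries and 4 without them. With the bird as a block, it called 369 genes in MG birds on the protein diet on day 14 and 420 in control birds on the protein diet on day 21, against 0 and 0 with them. Over both diets, 1522 genes were called in control birds on day 21 instead of 673. The cause was not tested beyond leaving these libraries out.

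For gene lists, fry left 0 and an estimated correlation left 0 of the 58 camera calls. With the bird as a block, day 0 as baseline and without the mismatched libraries, fry called 2 of 96 list tests (11 at an unadjusted p under 0.05, 35 camera calls). Both were the erythrocyte list on day 21, lower in MG birds on the lipid diet and for the mean of both diets (fry adjusted p 0.0155 each). With these libraries fry called 0 of 96 (7 at an unadjusted p under 0.05, smallest adjusted p 0.175), and camera called 33. An estimated correlation left 0 with them and 0 without them. Leaving out the low-depth or the mismatched libraries gave 59 camera calls each.

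For the 17 values of single genes that the rule takes from the lists and cytokines, 105 of 111 alternatives kept the direction and the side of the threshold. IL1B for the mean of both diets on day 14 was -0.01 on the log2 scale and changed sign to 0.0546 in limma voom, 0.0447 with block and baseline, and 0.0526 in that fit without the mismatched libraries. None of these passed (adjusted p 0.913, 0.987 and 0.964), and the cause was not tested. In 3 alternatives the gene passed: MZB1 for the mean of both diets on day 14 in DESeq2 (2.06) and with block and baseline without the mismatched libraries (1.66), and TSPO2 on the protein diet on day 14 in DESeq2 (-1.01). The adjusted p-values of the alternatives were at least 0.0267.

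Depth limits what can be said about IL6, IL10 and IFNG, whose mean counts were below 1 per library.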

Other observations

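Chosen only after the results were seen were the measure counted in the splits (genes at an unadjusted p under 0.05, since calls were 0), the splits with the bird as a block, the pooling of both diets, the splits counted by unadjusted p beside those by calls, the tests of the 0 calls, the tests of changes per bird, the choice of JCHAIN, MZB1, TENT5C and LOC103818060 with their tests, and the tests of total counts and of libraries thinned to the same total.

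The 3 libraries without an arm or diet in the labels were the day 0 and day 14 libraries of bird Blue-055 and the day 0 library of Bird_106. They held 35.3, 34.7 and 32.1 M counts, and the 3 most abundant genes took 40.5%, 34.5% and 37.3% of them.

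Whether chance can be excluded was tested with 100 splits of the same libraries for each comparison, the real one included. Here and below, chance is read as excluded where fewer than 5 of 100, or 2 of 40, gave as many. Each comparison was read alone with no adjustment for their number, so readings near these limits are weak. For MG against control it can be excluded in this sense on the lipid diet on day 21 (3 splits, real 1208, highest other 1347), the 1 comparison of 14 between groups. It cannot be excluded on the lipid diet on day 14 (7 splits, real 1101, highest other 1317), on the protein diet on day 14 (39 splits, real 566, highest other 2202) or day 21 (46 splits, real 440, highest other 2343), or for the mean of both diets on day 14 (9 splits, real 1089, highest other 1674) or day 21 (5 splits, real 1566, highest other 2290). It cannot be excluded for the interaction on day 14 (48 splits, real 559, highest other 1672) or day 21 (94 splits, real 274, highest other 1860). The same holds for the diets in MG birds on day 14 (59 splits, real 342, highest other 1464) and day 21 (96 splits, real 213, highest other 1797), and in control birds on day 14 (54 splits, real 605, highest other 1522) and day 21 (96 splits, real 366, highest other 2382). It also holds for the diets on day 0 (22 splits, real 853, highest other 1903) and the arms on day 0 (99 splits, real 193, highest other 1651).

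For the 8 changes since day 0 without the block, chance can be excluded in this sense in MG birds on day 14 on the lipid diet (4 splits, real 273, highest other 528) and the protein diet (1 split, real 828, highest other 775), and in control birds on the protein diet on day 21 (2 splits, real 252, highest other 257). It cannot be excluded in MG birds on day 21 on the lipid diet (11 splits, real 118, highest other 676) or the protein diet (22 splits, real 0.945% of the genes, highest other 411 genes), in control birds on the lipid diet on day 14 (5 splits, real 112, highest other 181) or day 21 (11 splits, real 71, highest other 179), or in control birds on the protein diet on day 14 (19 splits, real 137, highest other 378).

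With the bird as a block, the days were shuffled within birds. Chance can be excluded in this sense in MG birds on day 14 on the lipid diet (4 splits, real 1925, highest other 2328) and the protein diet (1 split, real 2806, highest other 2597), and in control birds on day 21 on the lipid diet (3 splits, real 1438, highest other 1850) and the protein diet (1 split, real 2055, highest other 1845). It cannot be excluded in MG birds on day 21 on the lipid diet (12 splits, real 910, highest other 2852) or the protein diet (21 splits, real 555, highest other 1632), or in control birds on day 14 on the lipid diet (7 splits, real 1230, highest other 1844) or the protein diet (9 splits, real 1160, highest other 1963). For the 57 genes called in MG birds on the lipid diet on day 14 it can be excluded in this sense (2 splits), but the highest other split gave 72 calls.

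The main comparisons made 0 calls in edgeR, with 71 to 1566 genes at an unadjusted p under 0.05 and 0 to 26 calls in DESeq2. Too few birds for any call is argued against for MG against control on day 14 only in the setting simulated, with 200 changed genes that varied independently. There 80% of simulated 4-fold changes were called on the lipid diet and 96% for the mean of both diets. For fewer changed genes, or for genes that vary strongly between birds, the simulations cannot decide. In the real data of the lipid diet on day 14, edgeR did not call USP18, at 3.23 on the log2 scale (SE 1.01, edgeR adjusted p 0.35). No comparison on day 21, of the diets, of the interaction or on the protein diet alone was simulated, so for these too few birds stays open. The spread between birds of one group, at a median of 64.7% of a gene's variance, is a candidate explanation of few calls for smaller changes. In the simulation of the lipid diet on day 14, 14% of 1.5-fold changes were called.

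Over both diets with the bird as a block, edgeR called 2219 genes in MG birds on day 14 (1098 higher and 1121 lower than on day 0). In control birds on day 14 it called 0, with 1975 at an unadjusted p under 0.05. Chance can be excluded for the MG birds, since 1 of 40 shufflings of days within birds, the real one, gave as many (highest other 0). With genes at an unadjusted p under 0.05 it can be excluded both for MG birds (1 of 40, real 3997, highest other 1450) and for control birds (1 of 40, real 1975, highest other 1247). Infection as the whole cause is argued against, since 1915 of the 2219 genes changed in the same direction in control birds on day 14. The mismatched libraries and the failed library are argued against as well, since 2779 and 2398 genes were called without them. The labels give no library batch and there is 1 library per bird and day, so a difference between library batches by day cannot be told apart from a change with time. On day 21, 5 genes were called in MG birds and 673 in control birds. Chance cannot be excluded for the former (2 of 40 shufflings, highest other 9), and it can for the latter (1 of 40, highest other 468). Genes at an unadjusted p under 0.05 gave the same reading for MG birds (3 of 40, real 1338, highest other 2935) and control birds (1 of 40, real 2992, highest other 2667). Without the day 21 libraries labelled Bird_610 and Bird_615, 4 and 1522 genes were called.

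Whether the change since day 0 differed between the arms was tested over both diets with the bird as a block. The lowest share that 40 reassignments can give is 1 of 40, so these readings are weak where the counts are close. On day 14 the measures differ. By calls, chance can be excluded for the 8 called genes (1 of 40 reassignments of birds to arms, highest other 0) and for the 46 without the mismatched libraries (1 of 40, highest other 1). By genes at an unadjusted p under 0.05, it cannot be excluded with these libraries (3 of 40, real 938, highest other 1414) or without them (3 of 40, real 1109, highest other 1602). On day 21 it cannot be excluded for the 5 called genes (2 of 40, highest other 5) or by unadjusted p (2 of 40, real 1698, highest other 1944). Without the mismatched libraries it can on day 21, for the 4 called genes (1 of 40, highest other 1) and by unadjusted p (1 of 40, real 2176, highest other 1991). Among the 8 genes called on day 14, the 1 higher in MG birds was SERINC1, by 0.48 (SE 0.096, edgeR adjusted p 0.0186), and those named as lower were RASD1, at -1.45 (SE 0.323, edgeR adjusted p 0.0453), and LOC103824315, at -0.85 (SE 0.191, edgeR adjusted p 0.0453).

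JCHAIN, MZB1, TENT5C and LOC103818060, listed as a constant region (C_region) in the gene table, were followed as a mean of 4 genes in each bird. In MG birds this mean rose from day 0 to day 14 by 1.47 on the log2 scale (SD 2.12, 12 of 17 birds up), while it changed by -0.59 in control birds (SD 0.677, 3 of 14 up). The difference within diets was 2.05 (permutation p 0.00125, adjusted 0.00583 over 14 tests). It was 2.22 on the lipid diet (exact permutation p 0.0166) and 1.88 on the protein diet (exact permutation p 0.0306). On day 21 the difference was 1.36 (permutation p 0.0231, adjusted 0.0378). It was 1.43 on the lipid diet (exact permutation p 0.0319) and 1.29 on the protein diet (exact permutation p 0.2). Without the mismatched libraries it was 1.80 (permutation p 0.00035), and 2.18 on the protein diet (exact permutation p 0.013). For the difference between the arms, a few birds alone are argued against, since it holds on ranks within diet (permutation p 0.00056). For the size of the rise in MG birds, a few birds cannot be told apart from all of them, since the mean was 0.296 without the 5 that rose most, and leaving these out lowers any mean. More B cells of every kind are argued against on day 14, since the other B cell list genes changed by -0.19 in MG birds. On day 21 without the mismatched libraries these other genes changed by 0.353 more in MG than in control birds (permutation p 0.019, adjusted 0.0222), through a change of -0.369 in control birds against -0.0204 in MG birds. A difference in library size is argued against as the whole cause for the mean by its rise of 1.47 in MG birds alone. MZB1 alone rose by 0.62 in MG birds (10 of 17 up, permutation p 0.116) and changed by -0.89 in control birds (1 of 14 up, permutation p 0.00024), whose total counts fell. Library size as its whole cause is argued against, since with every library thinned to 21.6 M counts the arms still differed by 1.5 on average over 20 draws (lowest 1.41, highest permutation p 0.00274). A candidate explanation is more antibody-secreting cells, or more of these transcripts per cell, after infection. This was found and tested on the same data, and no cells were counted.

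The share of counts of the 3 most abundant genes fell since day 0 in 13 of 17 MG birds on day 14, with a mean change of -3.92 percentage points (permutation p 0.00097, adjusted 0.0168 over 52 tests), and in 14 of 16 on day 21 (-2.85, permutation p 2e-04, adjusted 0.0052). In control birds it changed by -0.788 on day 14 (6 of 14 down), which joins opposite changes of 2.11 on the lipid diet and -4.65 on the protein diet. In MG birds the changes were -5.55 and -2.09, so on the protein diet the control birds fell further. On day 21 control birds changed by -1.09, with 0.88 on the lipid diet and -3.71 on the protein diet. In MG birds these changes were -3.62 and -1.86. The difference between the arms had a permutation p of 0.126 on day 14 and 0.317 on day 21. A change with time that both arms share therefore cannot be told apart from one with infection. A difference in library size is argued against on day 14, since the total counts of the MG birds changed by 0.486 M with 7 of 17 up. In control birds total counts changed by -4.79 M on day 14 (13 of 14 down, permutation p 0.00055). Such a shift in control birds may affect the comparison of the arms, but an effect on the changes within MG birds is argued against by the 0.486 M.

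Among lists, T cell genes fell since day 0 in MG birds on day 14 by -0.52 on the log2 scale (15 of 17 down, permutation p 0.00017, adjusted 0.0052) and in control birds by -0.38 (12 of 14 down, permutation p 0.00932, adjusted 0.0618). The difference between the arms was not past the threshold (permutation p 0.412, adjusted 0.669 over 26 tests). On day 21 the order was the reverse, with -0.658 in control birds (adjusted 0.0618) and -0.355 in MG birds (adjusted 0.0817), or -0.761 (adjusted 0.0155) and -0.289 (adjusted 0.106) without the mismatched libraries. The interferon-stimulated list changed on day 21 by 0.717 more in MG than in control birds (permutation p 0.0156, adjusted 0.208). Without the 2 mismatched libraries this was 0.277 (permutation p 0.0514, adjusted 0.167), so these libraries may account for most of it. Without them the B cell list changed by 0.538 more (permutation p 0.00192, adjusted 0.0151 over 13 tests) and the erythrocyte list by -0.211 (permutation p 0.00233, adjusted 0.0151) on day 21. With them these were 0.38 (adjusted 0.228) and -0.148 (adjusted 0.228). The B cell difference came mostly from control birds, which changed by -0.426 (permutation p 0.00693, adjusted 0.045), while MG birds changed by 0.0979 (permutation p 0.27). On day 14 the B cell list changed by -0.323 in control birds (permutation p 0.00168, adjusted 0.0218) and by 0.00129 in MG birds. The inflammatory signalling list changed in control birds on day 21 by -0.228 (12 of 14 down, permutation p 0.0033, adjusted 0.0343). Without the mismatched libraries this was -0.226 (adjusted 0.045). In MG birds it changed by -0.0168, and the difference between the arms did not pass (permutation p 0.0319, adjusted 0.228).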
